A study of Zea mays with 2 samples. Its data were reported in "Evidence for phloem loading via the abaxial bundle sheath cells in maize leaves" (2021).

How the data were processed

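The samples were 2 pools of maize leaf protoplasts, each taken from the distal 6 cm of leaf 2 of 6 plants and run as 1 library of droplet-based single-cell RNA sequencing. GEO's labels give both libraries the same description, so they were treated as 2 replicates of 1 group, named library 1 and library 2. No group of plants differed in genotype or treatment. The comparisons are therefore between classes of cells inside each library, and between the 2 libraries.

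The authors made the deposited counts with Cell Ranger 3.1.0, which aligned the reads with STAR to the B73 RefGen_v4 genome and its Ensembl annotation, called cells, and counted unique molecular identifiers (UMIs) per gene and cell. The deposited values were raw UMI counts with no normalization, and the libraries were not pooled. How that counting treated reads shared by near-identical copies was not checked. The values of close paralogs (RBCS1 and RBCS2, the SWEET13 genes, the NAS genes) are uncertain to that extent. Of the 44146 gene IDs of the maize annotation in the files, 0 were found in the reference table of the newer assembly Zm-B73-REFERENCE-NAM-5.0, and the files do not pair IDs with names. Symbols were therefore used only for genes whose ID and symbol the study gives together, and other genes are given by their ID.

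Cells were kept by the study's filter, with over 1800 and under 7000 detected genes, under 4% of UMIs from the chloroplast genome (157 features) and under 0.75% from the mitochondrial genome (208 features). Each library was normalized with SCTransform and clustered on 50 principal components at a resolution of 0.2 (Seurat 5.3.0, sctransform 0.4.2). The genes to be reported were kept out of the clustering features. These were a list of 14 genes (genes of C4 photosynthesis and carbon metabolism, with GLN3, GLN4 and UmamiT20a, which belong to neither), the SWEET13 genes, the study's abaxial gene list, CC3, MT1b, NAAT1 and TAAT. A cluster was called mesophyll-like (MS-like) when it held more UMIs of PEP1, CAH1 and MDH6, and bundle sheath-like (BS-like) when it held more UMIs of ME1, RBCS1, RBCS2 and PCK1. A cluster stayed unnamed when it rested on under 3 detected markers, when its 10 leading genes held more markers of the other type, or when it was shallow and had none of its own markers among them. The marker genes named the clusters and are not reported as differing between them.

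A BS-like cell was called SWEET13-positive with 3 or more UMIs of SWEET13a, SWEET13b and SWEET13c together. Because the libraries differed in depth, shares of such cells were also computed after each cell was thinned to 3000 UMIs, and the share in MS-like cells was taken as an upper limit for the background of free RNA. Iron-related cells were those with 3 or more UMIs of NAS1, NAS2, NAS9 and NAS10. Shares carry 95% exact (Clopper-Pearson) intervals and single sums exact Poisson intervals. Both cover counting error only. A count of 0 was read as allowing up to 3 counts.

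Cells are not replicates, so UMIs were summed per library and class, giving 4 sums per comparison. The sums were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, TMM scaling, filterByExpr, library as a term) with Benjamini-Hochberg adjustment and a threshold of 0.05. With 4 sums and a term for library and one for class, 1 residual degree of freedom was left. The test therefore leans on a prior variance shared by all genes, whose weight edgeR estimates from the data. Each standard error (SE) is the absolute log2 fold change divided by the square root of the test's F statistic. It rests on the same variance and does not measure the spread between the 2 libraries. Where a class held 1 to 3 UMIs of a named gene, the ratio within the library is given with an exact conditional binomial interval, which also covers counting error only. For the classes of each edgeR test, other ratios within 1 library are differences of log2 CPM with TMM scaling and a prior count of 2. They carry no test. The prior is scaled to the size of each sum, so a small sum receives fewer than 2 counts. Printed CPM values and the ratios for iron-related cells use counts scaled by the class total. With 1 sum per class, leaving out a library leaves no test, and such values are given as ratios. For the abaxial list, the median log2 ratio in library 2 was set against 10000 random lists of the same size matched on mean expression. MS-like cells of the libraries were compared as CPM with no test, since each side is 1 library.

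The test was checked on simulated sums built from the means and depths of the real ones, with 200 genes changed by known fold changes and 10 draws per setting. Each draw gave all genes the same dispersion. The false calls below therefore cannot show how the test behaves where genes differ in variance. The 200 changed genes were also far fewer than those called between BS-like and MS-like cells. For BS-like against MS-like cells, with the dispersion estimated from the data, between 52.6% and 66.7% of changed genes were recovered among 15801 to 15866 genes, with 0 to 7 false calls. At a dispersion of 0.1 recovery lay between 34.2% and 52.3%. For SWEET13-positive against SWEET13-negative cells, with the estimated dispersion, recovery lay between 64.9% and 99.0% among 3872 to 3904 genes, with 0 to 12 false calls, and at a dispersion of 0.1 it lay between 36.3% and 79.0%. In that comparison the estimated prior degrees of freedom ran from 4.84 to infinity between draws of the same simulation. Calls of changed genes in a wrong direction came to 0 in each of the 4 settings. The value of 0.1 was used first, on 1 draw, and the estimated dispersion and the further draws were added once the recovery had been seen. The percentile step was checked on lists with no shift, whose mean percentile was 49.5, and on shifted lists, whose lowest percentile was 99.4.

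Named genes followed a rule. Between BS-like and MS-like cells these were the 14 listed genes and the 5 with the largest rise and the 5 with the largest fall past the threshold, in the same direction in both libraries, with 50 or more UMIs and outside the marker lists. Between SWEET13 classes they were the listed transport genes and transcription factors, CC3, MT1b, the 6 BS genes described as shared by both kinds of BS cell, and up to 5 others each way with 20 or more UMIs. Between libraries they were the 5 genes each way with the largest ratio. Of those known by ID alone, at most 2 that rose and 2 that fell are printed, and clustering features are left out.

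The cell filter, the clustering, the markers, the lists, the thresholds, the tests, the rules for named genes and the alternatives listed next were fixed before the data were examined. These alternatives changed the cell filter, the normalization, the clustering, the rule that classes cells, the SWEET13 threshold, depth, the test (DESeq2 1.42.0), the scaling, the low-count filter, the library term and the classes in the fit, and classed cells on one random part of the UMIs while testing the other. Defining SWEET13-positive cells by 10 or more SWEET13a UMIs, leaving out 3 single cells from the comparison of libraries, and the tests of technical explanations were chosen after seeing the data. Scrublet (scanpy 1.11.5, expected rate 0.05) marked 0 cells of library 1 and 1 of library 2, or 0.0299%, so it did not work as a doublet caller here. The rule that would leave out BS-like cells with over 25% of marker UMIs from MS markers left out 0 cells. No doublets were otherwise removed. Barcodes outside the filter enter the report only through the alternatives that widen it.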

Results

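Protoplasts of maize leaves were profiled by droplet-based single-cell RNA sequencing, in which each transcript molecule carries a unique molecular identifier (UMI). The values are counts of molecules per gene and cell. The 2 libraries form 1 group and are replicates. Library 1 held 7340 barcodes with 88081896 UMIs and library 2 held 6104 barcodes with 41924567 UMIs. The filter kept 4035 cells of library 1 (55.0% of its barcodes) and 3339 cells of library 2 (54.7%), 7374 in all. Kept cells had a median of 19106 UMIs and 4064 detected genes in library 1, and a median of 9465 UMIs and 2650 detected genes in library 2. Mean depth per kept cell was 1.93 times higher in library 1. Most barcodes that were left out had 1800 or fewer detected genes (3066 in library 1 and 2715 in library 2). A barcode could fail several limits, and the chloroplast limit left out 2344 barcodes of library 1 against 541 of library 2.

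The first comparison asked how the protoplasts fell into the 2 photosynthetic cell types of the C4 leaf, mesophyll (MS) and bundle sheath (BS). In each library 1 cluster held more BS than MS marker UMIs. BS-like cells made up 52 of the 4035 cells of library 1, or 1.29% (95% exact binomial interval 0.964% to 1.69%), and 22 of the 3339 cells of library 2, or 0.659% (0.413% to 0.996%). This is 76.6 MS-like cells per BS-like cell in library 1 and 151 in library 2. The intervals of both libraries overlapped narrowly, and with 1 value per library no test was made. The share of library 1 moved most when all cells with over 500 detected genes were used, which gave 3.34% in library 1 and 1.25% in library 2. In BS-like cells, MS markers made up a median of 0.209% of marker UMIs in library 1 and 0.107% in library 2, with a highest value of 13.0%. Median depth was 23691 UMIs in BS-like and 19073 in MS-like cells of library 1, and 13533.5 and 9449 UMIs in library 2.

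Expression in BS-like and MS-like cells was compared on sums per library. Of 16428 genes tested, 3525 passed an adjusted p-value of 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 1497 higher and 2028 lower in BS-like cells, and 3469 of them had the same direction in both libraries. The median log2 fold change over all tested genes was -0.23. Some of these genes helped to form the clusters. Among the 13403 genes that were not clustering features, 2115 passed. The count moved most with a filter of 10 UMIs in every sum, which left 3435 genes and 1624 calls. In the reported fit the prior degrees of freedom that edgeR estimated were infinite. Its p-values therefore rest on the variance shared by all genes.

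The question behind the next comparison was whether the clusters show the division of C4 photosynthesis and nitrogen metabolism between both cell types. In the list used, GLN3 and GLN4 (glutamine synthetases) and UmamiT20a (a transporter gene) are not genes of C4 photosynthesis. All 14 genes of the list, which was kept out of the clustering, passed the threshold in the listed direction, both over all genes and adjusted over the list alone, and all 14 had that direction in both libraries. The study picked several of them on these samples, so none of these counts is independent evidence. The 10 genes listed for BS cells were higher in BS-like cells by log2 fold changes from 2.47 to 10.64. FBPA-2 (Zm00001d053015) rose most, by 10.64 ± 0.50 (SE from edgeR's F statistic, adjusted p 6.74e-96). It had 1135 UMIs in the 52 BS-like cells of library 1 and 35 in its 3983 MS-like cells. Over the alternatives (edgeR or DESeq2) the adjusted p of FBPA-2 ran from 3.59e-145 to 5.68e-07. RBCL (Zm00001d006402) rose by 4.98 ± 0.39 (adjusted p 1.30e-34) and MDH (Zm00001d034241) by 2.47 ± 0.34 (adjusted p 2.62e-11). The 4 genes listed for MS cells had log2 fold changes from -6.52 to -1.48. GLN4 (Zm00001d017958) had the smallest change, -1.48 ± 0.36 (adjusted p 0.000347), and was the only listed gene that failed the threshold without the library term (adjusted p 0.0557, against a range of 6.43e-05 to 0.0557 over the alternatives). GLYK (Zm00001d035737) had 0 UMIs in BS-like cells of library 2 and 23365 in its MS-like cells, at least 81.0-fold lower against the limit that a count of 0 allows.

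**Figure D1:**
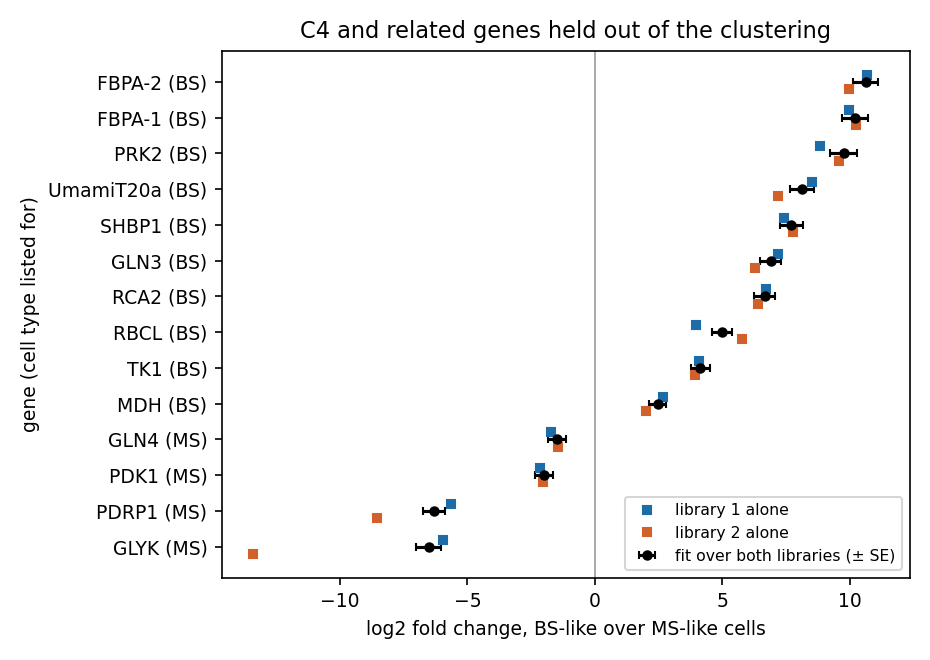
Log2 fold changes of the 14 listed genes, BS-like over MS-like cells. Black points are the fit over both libraries with the standard error derived from its F statistic. Coloured squares are ratios within 1 library with TMM scaling and a prior count of 2, scaled to the size of each sum. That prior sets the value of GLYK in library 2, where BS-like cells held 0 UMIs. The 10 genes listed for BS cells lie between 2.47 and 10.64 in the fit, and the 4 listed for MS cells lie below 0.

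Outside the list, the rule for named genes left few that were not clustering features. Zm00001d016625 was higher in BS-like cells by a log2 fold change of 10.67 ± 0.51 (edgeR adjusted p 1.41e-93), with 3029 UMIs in BS-like and 56 in MS-like cells of library 1. It belongs to the abaxial list, which was kept out of the clustering. SWEET13-positive cells held 2967 of the 3029 UMIs in library 1 and 197 of 198 in library 2, so the rise lies mostly in those cells. Zm00001d048635 had 0 UMIs in BS-like cells of both libraries against 4180 UMIs in MS-like cells of library 1 and 2208 of library 2, and was at least 24.0-fold lower in library 1 and at least 7.66-fold lower in library 2. Zm00001d028505, also at 0 UMIs in BS-like cells, was at least 21.7-fold and at least 4.79-fold lower in the same order. With DESeq2 neither passed (adjusted p 0.292 for Zm00001d048635, over a range of 1.69e-18 to 0.292 across the alternatives, and 0.335 for Zm00001d028505, over 1.64e-14 to 0.335). With all cells over 500 detected genes the log2 fold changes were -5.18 and -3.96.

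The study asked whether BS cells are of one kind, split them by clustering, and found the sucrose transporter genes SWEET13a (Zm00001d023677), SWEET13b (Zm00001d023673) and SWEET13c (Zm00001d041067) higher in one of the subclusters. Here BS-like cells were instead classed by their UMIs of these genes. With 3 or more UMIs, 23 of the 52 BS-like cells of library 1 were SWEET13-positive, or 44.2% (30.5% to 58.7%), and 10 of the 22 of library 2, or 45.5% (24.4% to 67.8%). In MS-like cells the share was 3 of 3983 (0.0753%) at a median of 19073 UMIs in library 1, and 3 of 3317 (0.0904%) at a median of 9449 UMIs in library 2, where 2 of the 3 cells held 193 and 252 SWEET13 UMIs, so that this share is mostly not free RNA. SWEET13-positive and SWEET13-negative cells had similar median depths, 23105 and 24277 UMIs in library 1 and 13533.5 and 13707 UMIs in library 2. Thinned to 3000 UMIs per cell, which left out 0 cells, the share was 38.5% in library 1 and 18.2% in library 2. The share of library 2 moved most with 10 or more UMIs of SWEET13a alone, an alternative chosen after seeing the data, which gave 20 of 52 cells in library 1 and 2 of 22 (9.09%) in library 2.

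The next counts show which paralogs marked these cells. In library 1, SWEET13a had either 0 UMIs (32 cells) or 48 to 445 UMIs (20 cells). In library 2, 19 BS-like cells had 0 UMIs of SWEET13a, 1 cell had under 10, and 2 cells had 140 and 307 UMIs. Thus 3 of the 23 SWEET13-positive cells of library 1 lacked SWEET13a, against 8 of the 10 of library 2. Among BS-like cells with 3 or more UMIs of the other paralogs, SWEET13a was detected in 20 of 23 cells of library 1 (87.0%, 66.4% to 97.2%) and in 2 of 10 cells of library 2 (20.0%, 2.52% to 55.6%). Thinned to equal depth, the counts were 20 of 20 cells in library 1 (100%, 83.2% to 100%) and 2 of 4 cells in library 2 (50%, 6.76% to 93.2%), whose intervals overlap. Among cells without them it was detected in 0 of 29 cells of library 1 and in 1 of 12 of library 2. SWEET13c was detected in 21 of 21 and 4 of 4 cells with the other paralogs, and in 5 of 31 and 12 of 18 cells without them, in library 1 and library 2. SWEET13b was detected in 19 of 23 and 5 of 10 cells with the other paralogs, and in 2 of 29 and 0 of 12 cells without them. The background in MS-like cells was 1.10% and 1.09% for SWEET13a, 0.151% and 0.211% for SWEET13b, and 0.603% and 1.51% for SWEET13c.

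**Figure D2:**
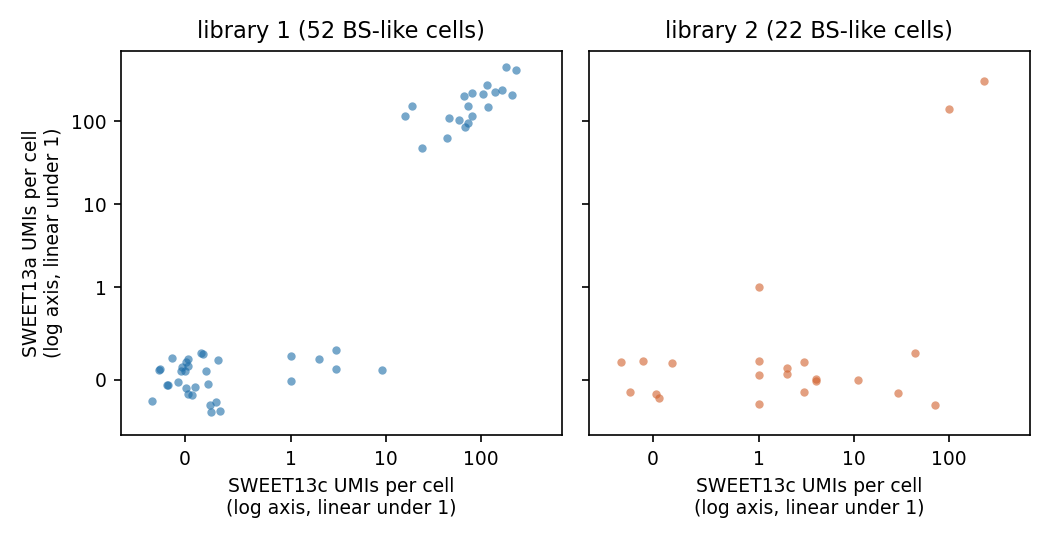
UMIs of SWEET13a against UMIs of SWEET13c in each BS-like cell, with 52 cells in library 1 and 22 in library 2. Axes are logarithmic above 1 and linear below, and points at 0 are spread around 0 to keep them apart. In library 1 the 20 cells with 48 or more SWEET13a UMIs also held SWEET13c, and in library 2 only 2 cells did so.

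Transcripts of SWEET13-positive and SWEET13-negative BS-like cells were compared on sums per library, without the SWEET13 genes, which define the classes. Of 4096 genes tested, 51 passed an adjusted p-value of 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 38 higher and 13 lower in SWEET13-positive cells, all 51 in the same direction in both libraries. At an unadjusted p-value under 0.05 there were 384 genes. The count depended strongly on the setting. It was 0 without the library term (53 genes at an unadjusted p-value under 0.05) and 6 with DESeq2. It was 504 when the BS-like cells were split by k-means clustering without the SWEET13 genes and the abaxial and adaxial lists. That split was made on other genes that were then tested, so its count is inflated. Of these 504, 15 were shared with the 51, and 5 of the 15 had the same sign. Single cells carried much of some sums. In library 2, for 15 of the 38 higher genes, 1 of the 10 SWEET13-positive cells gave 50% or more of the UMIs, against 2 of 38 in library 1.

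The study gives a list of genes enriched in one kind of BS cell, called abaxial. Without the SWEET13 genes it holds 36 genes. It was chosen on the study's first data set, taken here to be library 1 because its number of kept cells was nearest, so library 2 is the independent one. Of 28 listed genes tested, 11 passed the threshold over all genes (edgeR) and 24 adjusted over the list alone. Neither count is independent evidence, since the library taken to have given the list enters both. All 28 were higher in SWEET13-positive cells of library 1, and 22 were higher in library 2. The median log2 fold change was 1.31. In library 2 alone the median log2 ratio was 0.72 (0.66 with the 2 genes at 0 UMIs in one class set at their bound), above all 10000 random lists matched on expression (percentile 100, random lists between -0.29 and 0.31 at their 95% limits). In library 1 alone it was 1.48. No percentile is a test of the plants, since library 2 is 1 sample. K-means clusters that did not follow the SWEET13 classes gave nearly the same in library 2. Their median was 0.66, with 21 of 29 tested genes higher in the cluster taken as SWEET13-positive (percentile 99.82). The shift in library 2 is therefore not specific to the SWEET13 classes.

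**Figure D3:**
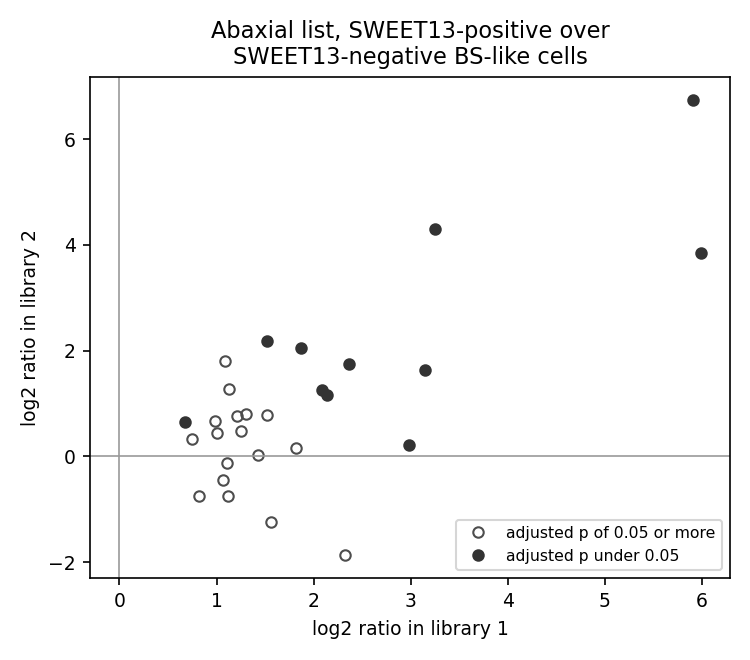
Log2 ratio of SWEET13-positive over SWEET13-negative BS-like cells in library 1 (x axis) and library 2 (y axis) for the 28 tested genes of the abaxial list, 1 point per gene. Filled points are the 11 genes past an adjusted p-value of 0.05. All 28 points lie right of 0 and 22 lie above 0.

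Of the listed transport genes, UmamiT21a (Zm00001d035717) was higher in SWEET13-positive cells by a log2 fold change of 6.57 ± 0.56 (SE from the F statistic, edgeR adjusted p 6.65e-16). It had 217 against 1 UMIs in library 1 (a ratio of 307, counting interval 54.6 to 12194). In library 2 it had 40 against 2 (20.4, 5.28 to 174), and 22 of the 40 came from 1 cell. STP3 (Zm00001d027268) was higher by 3.43 ± 0.70 (adjusted p 0.00113) on 28 against 1 UMIs in library 1 (a ratio of 39.7, 6.56 to 1621) and 11 against 3 in library 2 (3.73, 0.986 to 20.8), the latter within counting error. AAP45 (Zm00001d035243) was higher by 2.59 ± 0.50 (adjusted p 0.000429), a call that rests on library 1, since library 2 held 2 against 0 UMIs. AHA3 (Zm00001d019062) was higher by 1.87 ± 0.33 (adjusted p 9.59e-05) and AAP56 (Zm00001d012231) by 1.84 ± 0.26 (adjusted p 2.79e-07), each in both libraries, though in library 2 a single cell gave 21 of 39 UMIs of AHA3 and 74 of 151 of AAP56. The transcription factor genes bZIP4 (0.98 ± 0.46, adjusted p 0.490) and MYB25 (0.94 ± 0.38, adjusted p 0.367) did not pass. KAN1, DOF3 and NRT1 had too few UMIs to pass the low-count filter, so the reported fit did not test them. Without that filter all 36 genes of the abaxial list were tested and 12 passed. The values of these genes in that fit are not reported. DOF3 had 31 UMIs in SWEET13-positive cells and 0 in SWEET13-negative cells of library 1, and 2 and 0 in library 2. KAN1 had 19 against 2 UMIs in library 1 (a ratio of 13.5, 3.25 to 119) and 4 against 0 in library 2, and stood at 33.4 CPM in SWEET13-positive and 9.29 CPM in MS-like cells of library 1. NRT1 had 24 against 2 UMIs in library 1 (a ratio of 17.0, 4.22 to 148) and 4 against 2 in library 2 (2.04, 0.292 to 22.5), the latter within counting error. Not all calls held when the processing changed. Of the alternatives that tested each gene, the call was lost in 1 of 20 for UmamiT21a, 5 of 21 for AAP56, 8 of 19 for AAP45, 10 of 21 for AHA3 and 10 of 19 for STP3.

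On the other side, CC3 (Zm00001d038558) was lower in SWEET13-positive cells, with a log2 fold change of -1.73 ± 0.31 (edgeR adjusted p 0.000136), and MT1b (Zm00001d048611) likewise, with -1.45 ± 0.19 (adjusted p 8.15e-08). Both were lower in each library. Of the other genes, Zm00001d016625, a member of the abaxial list, was higher by 6.17 ± 0.28 (adjusted p 5.43e-32), with 2967 against 62 UMIs in library 1 and 197 against 1 in library 2 (a ratio of 201, 35.6 to 7962), where 141 of the 197 came from 1 cell. Zm00001d045563 was higher by 5.12 ± 0.73 (adjusted p 4.30e-07), on 53 against 2 UMIs in library 1 (a ratio of 37.5, 9.89 to 318), but 46 of the 53 came from 1 cell. Zm00001d008749 was lower by a log2 fold change of -2.38 ± 0.56 (adjusted p 0.00727), and SWEET13-negative cells held 9.18 times as much in library 1 (2.30 to 79.8), with 19 of 26 UMIs in library 1 and 16 of 23 in library 2 from 1 cell each. Zm00001d002163 was lower as well, with -2.34 ± 0.63 (adjusted p 0.0335), and in library 2 SWEET13-negative cells held 7.86 times as much (1.05 to 349), on 8 against 1 UMIs. Of the alternatives that tested each gene, the call was lost in 13 of 18 for Zm00001d002163, 11 of 21 for CC3, 10 of 18 for Zm00001d008749, 7 of 21 for MT1b, 5 of 18 for Zm00001d045563 and 2 of 20 for Zm00001d016625. MT1b and Zm00001d045563 reversed in 1 more each, with k-means clusters.

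Of 6 genes that the study describes as shared by both kinds of BS cell (RBCS1, RBCS2, ME1, PCK1, GLN3 and UmamiT20a), 0 passed the threshold over all genes (edgeR), 3 had an unadjusted p-value under 0.05, and 2 passed adjusted over the list alone. Their log2 fold changes between SWEET13-positive and SWEET13-negative cells ran from -0.30 to 1.03. UmamiT20a (Zm00001d044951) had the largest, 1.03 ± 0.30 (adjusted p 0.0683), and was higher in both libraries. RBCS1 had -0.30 ± 0.11 (adjusted p 0.239), while PCK1 had -0.03 ± 0.15 (adjusted p 0.982) and ME1 had -0.05 ± 0.13 (adjusted p 0.962).

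SUT1 (Zm00001d027854), a sucrose transporter gene of companion cells, had few UMIs in BS-like cells. In library 1, BS-like cells held 5 UMIs (exact Poisson interval 1.62 to 11.7), or 3.64 CPM (counts scaled by the class total). In library 2 they held 0 of 358392 UMIs, which allows up to 8.37 CPM. MS-like cells held 74 UMIs (0.929 CPM) in library 1 and 2 UMIs (0.0581 CPM, 0.00703 to 0.210) in library 2. In library 1, 23 of the 74 UMIs came from 1 cell, and 31 cells had any. The interval of BS-like cells of library 1, 1.18 to 8.48 CPM, lay just above that of its MS-like cells, 0.729 to 1.17 CPM. With all cells over 500 detected genes, BS-like cells of library 1 held 15 UMIs in 9 cells, 6 of them in 1 cell. This was 7.55 CPM (4.23 to 12.5), against 0.809 CPM (0.625 to 1.03) in MS-like cells. BS-like cells of library 2 again held 0 UMIs. These intervals cover counting error only.

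The study described iron-related mesophyll cells in its first data set. Here 31 of the 4035 cells of library 1, or 0.768% (0.523% to 1.09%), and 1 of the 3339 cells of library 2, or 0.0299% (0.000758% to 0.167%), had 3 or more UMIs of the NAS genes. All of these cells were MS-like. The intervals cover counting error within a library only, the threshold was not adjusted for the 1.93 times higher depth of library 1, and with 1 value per library no test was made. With 1 or more UMIs the shares were 1.54% and 0.270%. NAAT1 (Zm00001d053281) stood at 4133 CPM in the iron-related cells of library 1 and 15.1 CPM in its other MS-like cells, a log2 ratio of 8.10, and TAAT (Zm00001d016441) had a log2 ratio of 6.41. The 1 cell of library 2 held 29 UMIs of NAAT1 and 4 of TAAT.

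The last comparison described how the libraries differed in MS-like cells, with 1 library on each side and so no replicate check. Among 13995 genes with 100 or more UMIs in the higher library, 422 differed at least 4-fold in CPM, 302 higher in library 1 and 120 higher in library 2. Across the 25160 detected genes, which are not independent replicates, Pearson's r of log2 CPM was 0.976 and Spearman's rho 0.964. The median log2 ratio was 0.22 with CPM and 0.09 with TMM factors, and ratios are to be read against that shift. With TMM factors 383 genes differed at least 4-fold, 238 higher in library 1 and 145 higher in library 2, so the excess in library 1 depended on the scaling. With CPM and a limit of 2-fold, 2672 genes differed.

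Single cells set some of the largest ratios between the libraries. Zm00001d011813 had 1911 UMIs in library 1 and 0 in library 2 (at least 275-fold higher), but 1907 of the UMIs came from 1 cell. Zm00001d012088 had 780 and 0 UMIs (at least 112-fold higher), and 779 came from 1 cell. In contrast, Zm00001d012885 (93 UMIs in library 1 and 5089 in library 2, log2 ratio -6.98) and Zm00001d044730 (43 and 1096 UMIs, -5.87) were spread over 1185 and 755 cells of library 2. SWEET13c had 27 UMIs in MS-like cells of library 1 and 356 of library 2 (-4.91), of which 298 (83.7%) came from 2 cells. Of the genes that differed at least 4-fold, 13 of 302 and 2 of 120 took 50% or more of their UMIs from 1 cell of the higher library.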

Values the study reported

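The study reported 3763 cells after filtering in data set A, which held 4874 mRNA molecules each on average, and 3242 cells in data set B. It gave the ratio of MS to BS cells in data set A as about 75:1. Between the BS subclusters it listed 39 genes as enriched on the abaxial side, the SWEET13 paralogs among them, and 5 on the adaxial side.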

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

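All tests in this part were chosen after the result was seen. The barcodes left out by the cell filter enter no comparison of the report except through alternatives that widen the filter, and some of them carried BS transcripts. With 10 or more BS marker UMIs, and more BS than MS marker UMIs, there were 239 such barcodes in library 1 and 59 in library 2. They were 81.3% of all barcodes with such markers in library 1 (239 of 294, exact interval 76.4% to 85.6%) and 70.2% in library 2 (59 of 84, 59.3% to 79.7%). Of barcodes with mostly MS markers the filter left out 38.0% and 37.3%. Of the 239 and 59 barcodes, 216 and 54 had 1800 or fewer detected genes, 213 and 30 had 4% or more chloroplast UMIs, and 188 and 43 had 0.75% or more mitochondrial UMIs. In library 1, 65 of them held 3 or more SWEET13 UMIs, and in library 2, 17 did.

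Free RNA in droplets without a BS cell is argued against. BS markers made up 18.7% of the marker UMIs of the barcodes left out in library 1 and 9.08% in library 2, and droplets holding that mixture would seldom hold BS markers alone. Yet 184 barcodes of both libraries (136 and 48) had 90% or more BS among 10 or more marker UMIs, where such a mixture gives 0.000292 and 3.23e-07 barcodes. BS protoplasts that lost cytoplasmic RNA remain open as a candidate explanation. The median mitochondrial share of the BS barcodes left out for few genes was 1.37% in library 1 and 1.27% in library 2, against 0.207% and 0.273% in the BS-like cells that were kept. Barcodes with mostly MS markers that were left out for few genes had 0.938% and 0.348%. The filter itself sets an upper limit of 0.75% for the kept cells, so part of that difference comes from the filter. The shares of BS-like cells in the report therefore describe kept cells and not the protoplasts that were loaded. No biological explanation was tested, because the design holds 1 group.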

How the results depend on the processing

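Of the tests in this part, those that define SWEET13-positive cells by 10 or more SWEET13a UMIs or leave out 3 single cells of the comparison of libraries were chosen after the result was seen. Over the alternatives, 297 values of counts, shares and medians were recomputed. Of these 232 stayed within their spread, 65 moved and 0 reversed. For single genes, 551 of 667 values kept direction and side of the threshold, 85 lost (82 of them between SWEET13-positive and SWEET13-negative cells) and 7 gained the threshold, 8 without a test moved and 16 reversed. Scrublet and the limit on MS markers in BS-like cells removed 1 and 0 cells, so they say nothing about stability, although their values are among these counts. Where no cause is given below, the cause was not tested.

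The share of BS-like cells rose to 3.34% in library 1 and 1.25% in library 2 with all cells over 500 detected genes, and to 1.73% in library 1 with all cells over 1800 detected genes, because the filter leaves out many barcodes with BS markers. Between BS-like and MS-like cells, 1624 genes passed with 10 UMIs in every sum (3435 genes tested), 2276 with the UMIs split between classing and testing (14698 tested, 2232 shared with the 3525, all with the same sign), 2306 with as many MS-like as BS-like cells (6721 tested), 1910 without the library term and 2069 with DESeq2. The first 3 tested fewer genes. Of the 14 genes listed for BS or MS cells, those tested under each alternative passed, except GLN4 without the library term. With 10 UMIs in every sum 11 of them were tested.

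The count of 51 genes between SWEET13-positive and SWEET13-negative cells is not stable. It was 33 with a threshold of 1 UMI, 4 with 5 and 4 with 10 UMIs, 2 after thinning, 3 with integrated clustering, 11 when cells were classed by their own markers, 6 with DESeq2, 0 without the library term (53 at an unadjusted p-value under 0.05), 2 with the UMIs split between classing and testing, 7 with all classes in the fit, 504 with k-means clusters and 123 with 10 or more SWEET13a UMIs. The prior degrees of freedom that edgeR estimated went with these counts. They were 79.0 in the reported fit, and between 4.62 and 12.1 in the edgeR fits with 11 or fewer calls, except 16.0 with all classes in the fit. With over 500 detected genes they were 10.7 and 36 genes passed. With 1 residual degree of freedom that prior decides much of each p-value.

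The k-means clusters were made without the SWEET13 genes and the abaxial and adaxial lists, with each library centred. They therefore do not test whether clustering on all genes finds the SWEET13 classes. The genes that formed the clusters were then tested between them, so the count of 504 is inflated by that choice. The 6 shared BS genes were not held out of this clustering. Made in this way, the k-means clusters did not follow those classes. The cluster taken as SWEET13-positive, for its higher mean share of SWEET13 UMIs over both libraries, had 32 and 13 cells, of which 13 and 5 were SWEET13-positive, a lower share than the 23 of 52 and 10 of 22 among all BS-like cells. It was also the deeper cluster in both libraries. Under it the log2 fold change reversed for bZIP4 (-0.23), MYB25 (-0.76), MT1b (0.72), Zm00001d045563 (-3.49), RBCS1 (0.85), RBCS2 (0.88), ME1 (0.38), PCK1 (0.37) and UmamiT20a (-0.25). ME1 was 0.014 with over 500 and 0.0465 with over 1800 detected genes, and PCK1 was 0.00071 with a threshold of 2 UMIs, 0.026 with 5, 0.026 with 10, 0.20 after thinning and 0.11 with 10 or more SWEET13a UMIs, all near 0 as reported.

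The SWEET13-positive share of library 2 was 72.7% with a threshold of 1 UMI, 18.2% after thinning and 9.09% with 10 or more SWEET13a UMIs, so depth and threshold limit it. After thinning, SWEET13a with the other paralogs was found in 100% of cells in library 1 and SWEET13b in 60.0%, SWEET13c without them in 0%, and in library 2 SWEET13b with them in 100% and SWEET13a without them in 0%, as also with 1 UMI of the others (0%). Iron-related cells were 1.54% and 0.270% with 1 UMI. SUT1 reached 9.49 CPM in BS-like cells of library 1 when cells were classed by their own markers, and 0.602 and 0.432 CPM in MS-like cells of library 2 with over 500 and over 1800 detected genes.

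Of the abaxial list, 4 genes passed with a threshold of 5 UMIs, 4 with 10, 2 after thinning, 3 with integrated clustering, 5 when cells were classed by their own markers, 4 with DESeq2, 7 with 10 UMIs in every sum, 0 without the library term (53 of all genes at an unadjusted p-value under 0.05), 2 with the UMIs split, 5 with all classes, 2 with k-means clusters and 19 with 10 or more SWEET13a UMIs. Adjusted over the list alone, 9 passed with DESeq2, 8 with 10 UMIs in every sum, 6 without the library term and 2 with k-means clusters. With 10 UMIs in every sum 10 genes were tested, 10 higher in library 1 and 8 in library 2. The median was 0.25 with k-means clusters. As ratios within 1 library, with no fit, it was 1.48 in library 1 alone and 0.72 in library 2 alone. With 10 or more SWEET13a UMIs the median of library 2 was 1.31, and with 10 UMIs in every sum it was 0.41 over 10 genes. Its percentile lay between 99.82 and 100 over the alternatives. The value of 99.82 came from k-means clusters, which did not follow the SWEET13 classes. Those clusters gave a library 2 median of 0.66, near the reported 0.72. The cluster taken as SWEET13-positive held the 2 cells of library 2 with 10 or more SWEET13a UMIs. Being at or near its upper limit, the percentile does not measure how stable the shift is. Of the 6 shared BS genes, 3 passed with k-means clusters, and 1 with over 500 detected genes, over 1800 detected genes, log normalization, RLE scaling, 10 UMIs in every sum or 10 or more SWEET13a UMIs. Between libraries, 2672 genes differed at least 2-fold and 906 at least 4-fold with a minimum of 20 UMIs, while Spearman's rho was 0.966 without the 3 cells. Leaving out a library leaves 1 sum per class, so no count of calls exists for it. For single genes, 25 of 72 such values moved.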

Other observations

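The tests of free RNA, shared reads, a variant and doublets in this part were chosen after the result was seen, and the cells in it were picked out by their values. The comparison of SWEET13 classes and the changes of cell filter, normalization, clustering and classing were not. The mean number of UMIs per kept cell was 20091 in library 1. This is higher than the value quoted from the study above. The study uses mRNA count elsewhere for detected genes, so whether both values share a unit is not settled. Kept cells of library 1 had a mean of 4082 detected genes. The study's filter kept 4035 cells of library 1 and 3339 of library 2 here. With library 1 taken as data set A, both numbers are higher than those quoted above, so the cell sets are not the same. The cause was not tested. In the comparison of SWEET13-positive with SWEET13-negative cells, 13 genes were lower in SWEET13-positive cells. This is higher than the value quoted from the study above. The study compared cells with a stricter adjusted p-value and a minimum fold change, against a threshold of 0.05 on sums here. The 2 numbers are therefore not on the same footing. The number depended on the processing. It was 0 at thresholds of 5 or 10 UMIs, after thinning, with integrated clustering or with the UMIs split between classing and testing. With all classes in the fit or without the library term it was 0 as well. It was 1 with DESeq2 or when cells were classed by their own markers. All cells over 500 detected genes gave 5, and all cells over 1800 gave 11. Thresholds of 1 and 2 UMIs gave 6 and 8. No low-count filter gave 16, 10 UMIs in every sum 17, RLE scaling 19 and log normalization 25. An alternative chosen after seeing the data, 10 or more SWEET13a UMIs, gave 53, and k-means clusters gave 326.

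In library 2, 4 of the 6 BS-like cells with 10 or more SWEET13c UMIs held 0 UMIs of SWEET13a. They held 71, 44, 29 and 11 UMIs of SWEET13c, 155 in all. In library 1 all 20 cells with 10 or more SWEET13c UMIs also held SWEET13a, with 1.88 SWEET13a UMIs per SWEET13c UMI over these cells and a lowest ratio of 0.981. Whether reads were shared between the paralogs stays open. At the ratio of library 1 these cells would hold 292 UMIs of SWEET13a, but they were picked for holding 0. That ratio also mixes the expression of both genes with any sharing of reads, so it cannot decide the question. Free RNA from other cells is argued against, since the rate in MS-like cells would give 0.976 UMIs of SWEET13c in these cells. A variant that keeps SWEET13a reads from being counted throughout library 2 is argued against by a BS-like cell of that library with 307 UMIs of SWEET13a. Such a variant in some of the pooled plants was not tested and remains open. No biological explanation was tested, since both libraries belong to 1 group, and with 22 BS-like cells in library 2 the pattern rests on 4 cells.

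A single cell of library 1, grouped with the MS-like cells, held 23 of the 74 SUT1 UMIs, and the next cell held 6. It held 45044 UMIs, with 1 UMI of the BS markers and 5 of the MS markers. It also held most UMIs of 9 of the 11 genes with 100 or more UMIs in MS-like cells of library 1 and 0 in library 2. The other genes were spread over 24 and 130 cells. Per 10000 UMIs it held 82.6 of CC3 and 634 of MT1b, against 0.609 and 4.36 in all MS-like cells of library 1, this cell among them. Free RNA would give 0.0288 UMIs of SUT1 in a cell of this size. A doublet with an MS-like cell is argued against, because a cell of median size brings 239 UMIs of the MS markers. What kind of cell it was stays open, since the marker lists used here cover MS and BS cells. No biological explanation was tested.

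In library 2, 2 cells grouped with the MS-like cells held 193 and 252 SWEET13 UMIs, of 14447 and 13747 UMIs in all. They held 1 UMI of the MS markers each, and 154 and 12 UMIs of the BS markers. Free RNA would give 0.0844 SWEET13 UMIs in both cells together, and doublets with MS-like cells would bring 258 UMIs of the MS markers where 2 were found. These values argue against MS cells. The first of them was BS-like with a wider cell filter, with log normalization and with integrated clustering, and the latter 2 raised the SWEET13-positive cells of library 2 from 10 to 11, and both were BS-like when cells were classed by their own markers (12). A BS-like cell that clustering placed in the wrong class is therefore a candidate explanation for the first. For the second it stays open, since only the rule on its own 12 BS against 1 MS marker UMIs moved it. Without them SWEET13c in MS-like cells has a log2 ratio of -2.30 between library 1 and library 2 in place of -4.91. No biological explanation was tested.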
